A study of Mus musculus with 17 samples.

How the data were processed

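RNA sequencing was done on 17 libraries of flow-sorted AT2 cells from 2-month-old C57BL/6J mice. Per the labels' protocols, RNA was extracted with the PicoPure kit and all libraries were sequenced on an Illumina NextSeq 500. The 8 libraries of the ISRIB experiment were made from 3 ng of RNA with the NEBNext Ultra kit after poly(A) enrichment, 24 h after ISRIB or vehicle. The 9 libraries of the bleomycin experiment were made from 0.35 ng of RNA with the SMARTer Stranded Total RNA-Seq v2 Pico kit, from naive mice and from mice 14 days after bleomycin. The titles of these 9 libraries, naive and bleomycin alike, also say saline. The labels used here give no dose of either drug.

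The deposited values are raw read counts per gene, in 2 tables of 43430 Ensembl mouse gene IDs, 1 table per kit. Their unit was read from the values, which are whole numbers with a different sum in each library. The aligner, the counting program, its strand setting, the genome build and the annotation the authors used are not given in the sources used here. Replicates were not pooled, and every column of both tables was assigned to a library. Gene symbols and positions were looked up by gene ID in GENCODE release M21 (GRCm38), and 42462 IDs had a symbol. A position gives where that annotation places the gene, and the counting may have used other gene models.

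Libraries were grouped by the labels' treatment and kit. ISRIB was compared with vehicle (4 against 4 poly(A) libraries) and bleomycin with naive (5 against 4 total-RNA libraries). No model spanned both kits. Counts were filtered with filterByExpr (minimum count 10, minimum total count 15, by group), scaled with TMM factors and tested with the two-sided quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with group as the only term. P-values were adjusted by Benjamini-Hochberg over the genes tested, and a gene was called at an adjusted p under 0.05. CPM are edgeR counts after the filter, scaled to effective library sizes, so that they sum to about 10 to the power 6 per library. Sums over gene classes, and Chac1 where it fell below the filter, use each library's raw total instead. The stated SE is the log2 fold change without shrinkage divided by the root of its F statistic.

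Total counts ran from 3295257 to 15727139 per library and limit what low-abundance genes can show. The common biological coefficient of variation was 7.66% in the ISRIB comparison and 21.1% in the bleomycin comparison. The whole procedure was tested on simulated data with the observed depths and dispersions and 200 genes changed by 1 on the log2 scale. It recovered 177 of 199 tested changes (88.9%) with 4.32% false calls at the ISRIB design, and 114 of 191 (59.7%) with 3.39% false calls at the bleomycin design. With nothing changed it made 0 calls at either design by edgeR, the only tool run on simulated counts. Genes called in the real data had smaller median absolute log2 fold changes, 0.38 after ISRIB and 0.80 after bleomycin. Recovery of changes that small was not simulated, and the simulated genes varied independently of each other.

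Before the data were examined, 9 gene lists to test, 5 lists of other cell types, the main tests, the alternatives, the naming rule and a panel of 11 genes were written down. The tested lists were integrated stress response, endoplasmic reticulum chaperone, proteasome, alveolar type 2, alveolar type 1, transitional epithelial, p53, proliferation and cholesterol synthesis genes. The other cell types were macrophages and monocytes, fibroblasts, endothelial cells, lymphocytes and airway epithelium. A further 6 lists were written after the data had been seen (the PER and BMAL1 arms of the circadian clock, immediate-early, heat shock, glucocorticoid-responsive and FGF/ERK feedback genes). Lists were tested with camera (limma 3.58.1, preset correlation 0.01, two-sided) and adjusted by Benjamini-Hochberg within each of these 3 families of lists. A list with fewer than 3 tested genes got no test. A list's value is the median log2 fold change of its tested genes. Its score in a library is the mean log2 CPM relative to the control group's mean.

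The naming rule took, in each comparison, genes past the threshold with a mean of at least 5 CPM and groups that did not overlap, and named the 5 largest rises and 5 largest falls. It added the 2 genes with the lowest p in each direction and the panel, and passed over ribosomal RNA genes, pseudogenes and gene models without an approved-style name. A gene named by 2 parts of the rule counts under both. For the ISRIB comparison, some genes named by the rule are not reported here.

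Log2 fold changes of the 2 comparisons were correlated across the genes tested in both. The 200 genes with the lowest p among those raised after bleomycin, and the 200 among those lowered, were tested with camera in the ISRIB comparison. Some results were set beside the same results under other splits of the libraries into groups of the same sizes. These were the number of genes past the threshold and the medians of the tested lists and of heat shock genes. The correlation was set beside splits of the poly(A) libraries only. Single genes and the remaining lists were not compared with other splits. All 35 splits were used for 4 against 4 and 100 of 126, drawn with a fixed seed, for 5 against 4. Single values per library were compared with exact two-sided permutation tests.

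The alternatives were DESeq2 1.42.0 size factors, upper-quartile factors, no filter on low counts, a filter at a mean of 5 CPM, removal of the 10 most abundant and the mitochondrial genes, the DESeq2 Wald test, limma-voom with sample weights, an adjusted p of 0.1, an absolute log2 fold change of at least 1, fry and camera with an estimated correlation, lists of 50 or 500 genes, the replicate numbers as a block, and leaving out each library in turn. Correction for trends on GC content and gene length (lowess, span 0.3, values for 99.5% and 99.4% of tested genes) and a fit of protein-coding genes only were chosen after seeing the data. Replicate numbers were tested as pairs between groups and did not pair the libraries, with correlations across genes of paired residuals between -0.11 and 0.08. A count was taken as unchanged within 1.5 times its main value. Genes were called detected at 1 count or more. Ribosomal-RNA-like models were kept. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Sequence reads were not used here.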

Results

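Gene expression was measured by RNA sequencing in 17 libraries of flow-sorted alveolar epithelial type 2 (AT2) cells, the surfactant-producing cells of the lung alveolus, from C57BL/6J mice aged 2 months. The 8 poly(A) libraries came from naive mice 24 h after vehicle (4 libraries) or ISRIB (4 libraries), a small molecule that counters the block on translation set by the integrated stress response. The 9 total-RNA libraries came from naive mice (4 libraries) and from mice 14 days after bleomycin (5 libraries), a drug that injures the lung and leads to fibrosis. The titles of all 9 also say saline, as do those of the vehicle libraries. Libraries are named vehicle 1 to 4, ISRIB 1 to 4, naive 1 to 4 and bleomycin 1 to 5, with the replicate numbers of the labels.

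The poly(A) libraries held 10493574 to 15727139 counts and 16833 to 17675 genes with at least 1 count. The total-RNA libraries held 3295257 to 6333166 counts and 13940 to 19763 genes. Ribosomal-RNA-like gene models took 21% to 32.0% of the counts in the total-RNA libraries and 0.32% to 0.47% in the poly(A) libraries. The surfactant gene Sftpc took 10.02% to 11.02% of the counts in the poly(A) libraries and 1.88% to 3.93% in the total-RNA libraries. Because kit, RNA input and depth all differed between these 2 sets, no value was compared between them within a model.

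Replicate libraries differed by more than counting error. Over pairs of replicates the chi-squared statistic per degree of freedom, 1 for counting error alone, ran from 3.68 to 9.60 in the poly(A) set across 11161 genes and from 4.38 to 52.9 in the total-RNA set across 9863 genes. ISRIB 1 and ISRIB 3 differed by 3.68 and ISRIB 2 and ISRIB 4 by 4.59, while the other ISRIB pairs differed by 8.25 to 9.60. The first principal component separated the groups in both sets. It held 23.2% of the variance in the poly(A) set and 45.5% in the total-RNA set.

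**Figure D1:**
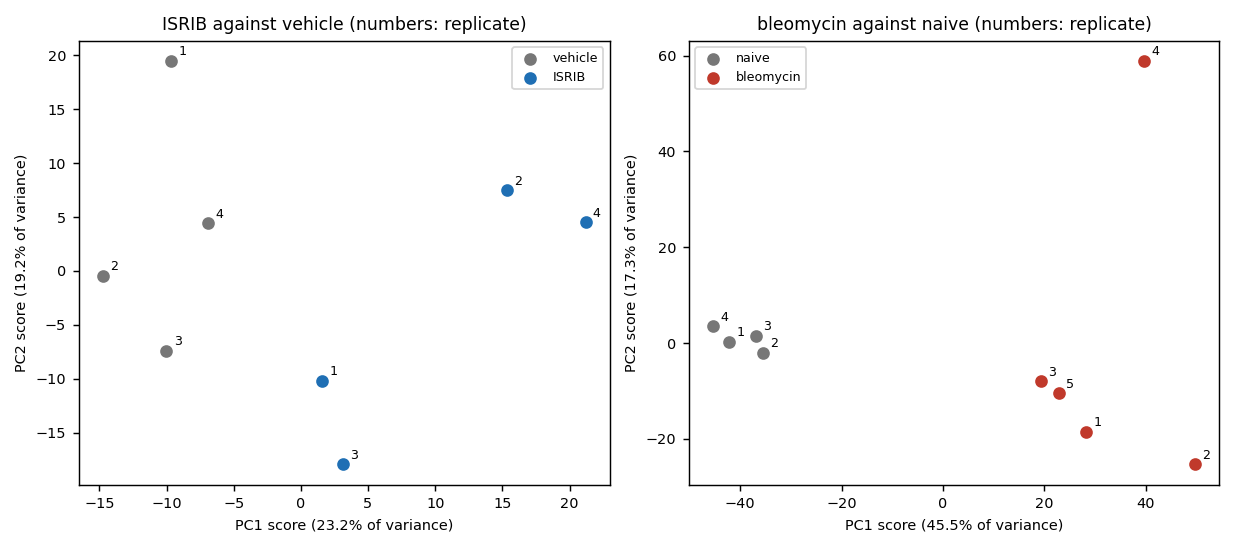
Principal component scores of the 8 poly(A) libraries and the 9 total-RNA libraries (log2 scale, 1 point per library, axes with their percent of variance). ISRIB libraries lay between 1.59 and 21.2 on the first component and vehicle libraries between -14.7 and -6.88, while bleomycin libraries lay between 19.4 and 49.8 and naive libraries between -45.4 and -35.4.

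The comparison of ISRIB with vehicle asked what 24 h of ISRIB changed in AT2 cells of uninjured young mice. Of 12054 genes tested with edgeR, 265 passed a Benjamini-Hochberg adjusted p of 0.05, 133 higher and 132 lower after ISRIB. At an unadjusted p under 0.05 there were 1934. The median absolute log2 fold change of the 265 was 0.38, and 239 of them (90.2%) had groups that did not overlap, against 2.86% for a gene by chance and 8.65% of all genes tested. A low p favours genes with separated groups, so the 90.2% is not independent support for the calls. Without a filter on low counts the number rose most, to 648. The number fell to 86 without vehicle 1, to 102 without vehicle 2 and to 159 without ISRIB 4, so these libraries weighed heavily on the count.

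Among the named genes with the largest rise after ISRIB were Hsph1, Dusp8, Per2 and Banp. Positions are GRCm38 coordinates from GENCODE M21, counted from 1, and span the whole gene model, while each value is a count per gene. Hsph1 (ENSMUSG00000029657, chromosome 5, 149614287 to 149636376), a heat shock protein gene, rose from 22.6 ± 3.34 to 52.6 ± 19.2 CPM (normalised read count per gene, SD, n = 4 each), a log2 fold change of 1.20 (SE 0.19, adjusted p 0.00479). The phosphatase gene Dusp8 (ENSMUSG00000037887, chromosome 7, 142079490 to 142095843) went from 9.28 ± 1.53 to 19.5 ± 3.02 CPM, a change of 1.05 (SE 0.13, adjusted p 8.92e-04). For the clock gene Per2 (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324) the values were 6.53 ± 2.45 and 12.9 ± 2.43 CPM, a change of 0.96 (SE 0.21, adjusted p 0.0208). This call was lost without vehicle 1 (adjusted p 0.0787), vehicle 2 (0.0573) or ISRIB 3 (0.0612). Banp (ENSMUSG00000025316, chromosome 8, 121949750 to 122029258) went from 11.5 ± 1.31 to 22.3 ± 5.17 CPM, a change of 0.95 (SE 0.14, adjusted p 0.00309). Every ISRIB library lay above every vehicle library for these 4 genes, as the naming rule required.

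The named genes with the largest fall had every ISRIB library below every vehicle library, as the naming rule required. Srsf5 (ENSMUSG00000021134, chromosome 12, 80945504 to 80950507), a splicing factor gene, fell from 134 ± 17.4 to 70.1 ± 12.1 CPM (n = 4 each), a log2 fold change of -0.93 (SE 0.10, adjusted p 4.53e-04). The transcription factor gene Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) went from 28.2 ± 4.0 to 14.9 ± 3.68 CPM, a change of -0.93 (SE 0.14, adjusted p 0.00309). Slc41a2 (ENSMUSG00000034591, chromosome 10, 83230848 to 83337882) went from 11.8 ± 1.51 to 6.53 ± 0.58 CPM, a change of -0.86 (SE 0.13, adjusted p 0.00309). The kinase gene Pim1 (ENSMUSG00000024014, chromosome 17, 29490753 to 29496112) went from 47.9 ± 8.61 to 26.7 ± 2.79 CPM, a change of -0.85 (SE 0.11, adjusted p 9.93e-04).

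By lowest p, the named genes were Foxo3 and Tle1 among the rises and Srsf5 and Dusp6 among the falls. Foxo3 (ENSMUSG00000048756, chromosome 10, 42181841 to 42276755) rose from 178 ± 25.2 to 284 ± 5.73 CPM (n = 4 each), a log2 fold change of 0.67 (SE 0.08, adjusted p 4.53e-04). Tle1 (ENSMUSG00000008305, chromosome 4, 72117142 to 72200919) went from 48.9 ± 2.81 to 73.9 ± 7.37 CPM, a change of 0.59 (SE 0.07, adjusted p 8.92e-04). Dusp6 (ENSMUSG00000019960, chromosome 10, 99263231 to 99267489) went from 84.8 ± 6.20 to 56.3 ± 3.73 CPM, a change of -0.59 (SE 0.07, adjusted p 4.53e-04). Exons of Dusp8, Banp, Pim1 and Tle1 overlap gene models on the opposite strand. Since the strand setting of the counting is not given in the sources used here, their levels are less certain. A further 7 genes past the threshold changed by at least 1 on the log2 scale and fell outside the naming rule, so they are named after their values were seen. Hspa1b (2.71), Hspa1a (2.57), Nr4a3 (1.70) and Gm16685 (1.26) were higher, and Chil3 (-1.84), Camk2b (-1.71) and Rab3c (-1.14) were lower. Hspa1a and Hspa1b are near-identical paralogs, so counts may be shared between them.

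A panel of 11 genes was read in both comparisons. After ISRIB only Psat1 (ENSMUSG00000024640, chromosome 19, 15904678 to 15947337), a serine synthesis gene and ATF4 target, passed the threshold. It fell from 11.7 ± 1.51 to 6.59 ± 1.26 CPM (n = 4 each), a log2 fold change of -0.82 (SE 0.15, adjusted p 0.00945). Atf4 (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541) changed by 0.27 (SE 0.07, adjusted p 0.0690), from 72.2 ± 7.32 to 87.0 ± 6.45 CPM. It passed the threshold without the filter on low counts (0.00458), with DESeq2 (0.0291), with replicate numbers as a block (0.0315), without vehicle 4 (0.0212) and without ISRIB 1 (0.0451). Asns (ENSMUSG00000029752, chromosome 6, 7675169 to 7693254) changed by -0.39 (adjusted p 0.0652), from 15.5 ± 1.60 to 11.9 ± 0.76 CPM, and passed without the filter (0.0343). Ddit3 (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288) changed by 0.37 (adjusted p 0.234), from 5.08 ± 0.66 to 6.56 ± 0.74 CPM. Trib3 (ENSMUSG00000032715, chromosome 2, 152337422 to 152344032) changed by 0.04 (adjusted p 0.943), from 11.3 ± 2.13 to 11.7 ± 2.13 CPM. The sign of the Trib3 change turned without vehicle 1 (-0.02), vehicle 4 (-0.06) or ISRIB 4 (-0.07). Chac1 (ENSMUSG00000027313, chromosome 2, 119351229 to 119354381) changed by 0.56 (adjusted p 0.575), from 0.64 ± 0.35 to 0.91 ± 0.18 CPM.

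The chaperone gene Hspa5 (ENSMUSG00000026864, chromosome 2, 34771970 to 34777547) changed by -0.22 after ISRIB (adjusted p 0.141), from 748 ± 57.7 to 642 ± 74.2 CPM (edgeR, n = 4 each). It passed the threshold without the filter (0.00636) and without ISRIB 4 (0.0325). Krt8 (ENSMUSG00000049382, chromosome 15, 101996698 to 102004482) changed by -0.26 (adjusted p 0.0883), from 204 ± 20.2 to 170 ± 17.6 CPM, and passed without the filter (0.00102) and with DESeq2 (0.0377). Sftpc (ENSMUSG00000022097, chromosome 14, 70520949 to 70524081) changed by -0.05 (adjusted p 0.762), from 108706 ± 1685 to 105314 ± 6535 CPM. Ager (ENSMUSG00000015452, chromosome 17, 34597862 to 34600936), a marker of alveolar type 1 cells, changed by -0.05 (adjusted p 0.702), from 1439 ± 63.3 to 1389 ± 53.3 CPM. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727), a p53 target, changed by 0.09 (adjusted p 0.525), from 39.2 ± 1.90 to 41.8 ± 1.48 CPM. Exons of Ddit3, Krt8 and Cdkn1a also overlap opposite-strand models.

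**Figure D2:**
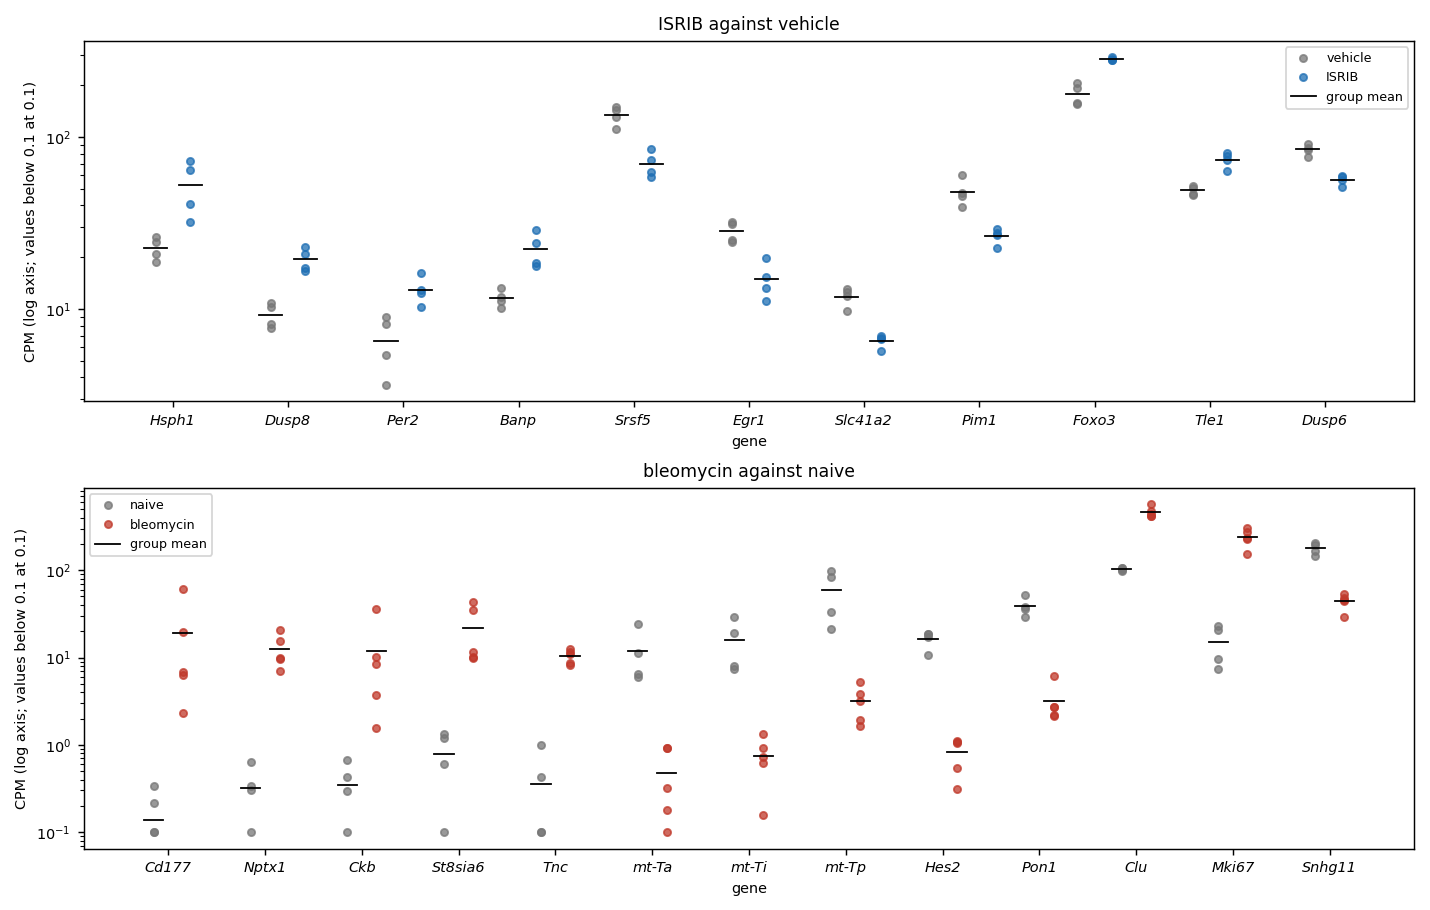
CPM on a log axis of genes named by rule, 11 in the ISRIB and 13 in the bleomycin comparison, 1 point per library, with values under 0.1 CPM drawn at 0.1. Foxo3 averaged 178 CPM after vehicle and 284 after ISRIB, and Clu averaged 103 CPM in naive and 466 in bleomycin libraries.

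Of 9 gene lists tested with camera after ISRIB (Benjamini-Hochberg over the 9), 3 passed the threshold, each lower. The 23 endoplasmic reticulum chaperone genes had a median log2 fold change of -0.22 (adjusted p 1.15e-11), with 20 of them lower. Of these, 9 were called lower and 2 higher (Dnajb9 at 0.44 and Herpud1 at 0.35), against 16 lower and the same 2 higher adjusted over the list alone. List genes that fall outside the naming rule were chosen after their values were seen. ISRIB libraries scored -0.24 to -0.09 on this list and vehicle libraries -0.10 to 0.05, so 3 of 4 ISRIB libraries lay below all vehicle libraries. Removing trends on GC content and gene length moved this median most among the settings that kept all libraries, to -0.24, and leaving out single libraries gave -0.24 to -0.19. The 23 markers of transitional alveolar epithelial cells, a state between type 2 and type 1 cells, had a median of -0.16 (adjusted p 2.62e-04, 18 lower). Only Krt19 (-0.40), Hbegf (-0.64) and Sprr1a (-0.70) were called lower there, against 7 lower and Nupr1 (0.26) higher adjusted over the list alone. The 28 proliferation genes had a median of -0.25 (adjusted p 0.0163, 25 lower), with Mcm6 (-0.37) called lower, against Mcm6 and Mcm5 (-0.75) adjusted over the list alone. This call was lost with limma-voom (median -0.16, adjusted p 0.0711) and without vehicle 4 (-0.13, 0.394), ISRIB 1 (-0.18, 0.0933) or ISRIB 3 (-0.14, 0.225). Without vehicle 1 its sign turned (0.11, 0.928).

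Camera used a preset correlation between genes of 0.01. Under fry only the chaperone call held, while the transitional list gave 0.168 and the proliferation list 0.636. With an estimated correlation none of the 3 held, with adjusted p of 0.221 for the chaperone, 0.340 for the transitional and 0.666 for the proliferation list. The 38 integrated stress response genes had a median of 0.05 (adjusted p 0.340, 23 higher and 15 lower). Slc3a2 (0.35) was called higher and Psat1 lower, against 6 higher and 3 lower (Psat1, Asns and Mthfd2 at -1.01) adjusted over the list alone. The proteasome (median -0.03, adjusted p 0.229, no gene called) and alveolar type 1 (-0.06, 0.229, no gene called) lists did not pass, and no gene of either list was called when adjusted over the list alone. The alveolar type 2 list (median -0.0049, adjusted p 0.212) had Etv5 (-0.28) and Scd1 (-0.32) called lower, joined by Fasn (-0.17) adjusted over the list alone. The sign of its median turned without vehicle 2 (0.0021) and without ISRIB 2 (0.0018). The cholesterol synthesis list (median -0.03, adjusted p 0.373) had Tm7sf2 (-0.69) called lower, 1 lower adjusted over the list alone. It passed without vehicle 1 (-0.07, 0.0323) and without ISRIB 1 (-0.10, 0.0329), and its sign turned without ISRIB 2 (0.02, 0.0655). For p53 targets (adjusted p 0.677) the median was -0.03 and the test pointed down, while the mean was 0.02. Perp (-0.43) was the 1 gene called lower there, also adjusted over the list alone. The sign of that median turned without the filter (0.0037), with limma-voom (0.0056) and without vehicle 4 (0.0024).

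**Figure D3:**
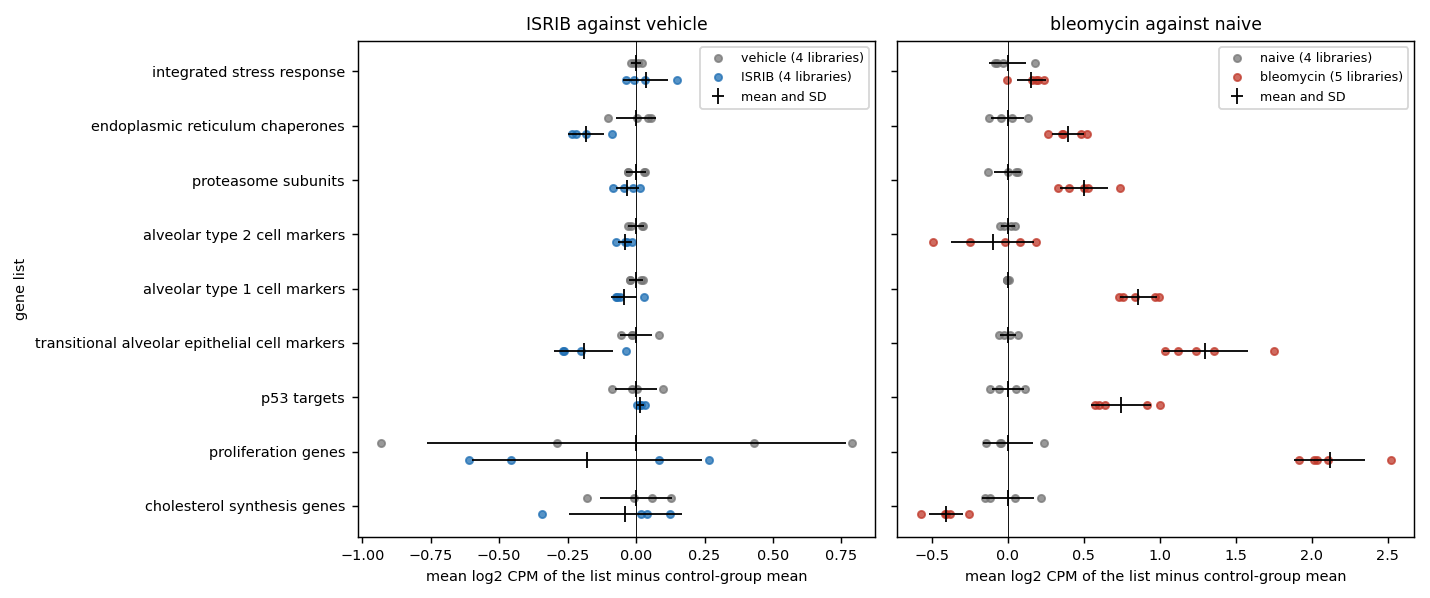
Mean log2 level of each tested gene list per library, relative to the mean of its control group, with group means and SD. On the chaperone list ISRIB libraries lay between -0.24 and -0.09, and on the transitional list bleomycin libraries lay between 1.04 and 1.75 with naive libraries between -0.06 and 0.07.

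The comparison of bleomycin with naive libraries asked how AT2 cells differ 14 days after lung injury. Of 11223 genes tested with edgeR, 2304 passed the threshold, 1259 higher and 1045 lower, and 905 of them changed by at least 1 on the log2 scale (521 higher and 384 lower). At an unadjusted p under 0.05 there were 3740. The median absolute log2 fold change of the 2304 was 0.80. Groups did not overlap for 1791 of them (77.7%), against 1.59% for a gene by chance and 19.7% of all genes tested. Here too a low p favours separated groups, so the 77.7% is not independent support. Limma-voom moved the count most at the same threshold, to 3057. Leaving out single libraries gave 1554 to 2584.

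The 5 named genes with the largest rise had few counts in naive libraries, so ratios of summed counts are given with 95% Clopper-Pearson intervals, which cover counting error only. Cd177 (ENSMUSG00000052212, chromosome 7, 24743983 to 24760311) had 2 counts over the 4 naive libraries and 490 over the 5 bleomycin libraries, a ratio of 146 (interval 40.2 to 1209) with an adjusted p of 4.67e-04 by edgeR. Its level went from 0.14 ± 0.17 (n = 4) to 19.2 ± 24.3 CPM (n = 5). Bleomycin 2 held 339 of the 490 counts, and without that library the ratio was 57.3 (15.6 to 478). Nptx1 (ENSMUSG00000025582, chromosome 11, 119538719 to 119547753) rose from 0.32 ± 0.26 (n = 4) to 12.6 ± 5.55 CPM (n = 5), a log2 fold change of 5.06 (SE 0.58, adjusted p 6.62e-06) and a ratio of 34.2 (14.5 to 106). Ckb (ENSMUSG00000001270, chromosome 12, 111669361 to 111672338) went from 0.35 ± 0.28 to 11.9 ± 13.7 CPM, a change of 5.0 (SE 0.94, adjusted p 8.01e-04) and a ratio of 37.8 (16 to 117), or 18.2 (7.60 to 57.1) without bleomycin 2, which held 197 of its 317 counts. St8sia6 (ENSMUSG00000003418, chromosome 2, 13651021 to 13794064) went from 0.78 ± 0.62 to 22.1 ± 16.2 CPM, a change of 4.89 (SE 0.67, adjusted p 4.67e-05) and a ratio of 31.3 (16.9 to 65.6). The matrix gene Tnc (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015) went from 0.36 ± 0.48 to 10.3 ± 1.82 CPM, a change of 4.77 (SE 0.58, adjusted p 1.36e-05) and a ratio of 30.4 (12.9 to 94.4). Every bleomycin library lay above every naive library for these 5 genes, as the naming rule required. Exons of St8sia6 and Tnc overlap opposite-strand models.

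Of the 5 named genes with the largest fall, 3 were mitochondrial tRNA genes. Mt-Ta (ENSMUSG00000064347, chromosome M, 5018 to 5086) fell from 12 ± 8.48 (n = 4) to 0.47 ± 0.43 CPM (n = 5), a log2 fold change of -4.57 (SE 0.62, adjusted p 4.02e-05). Mt-Ti (ENSMUSG00000064342, chromosome M, 3706 to 3774) went from 15.8 ± 10.2 to 0.75 ± 0.43 CPM, a change of -4.39 (SE 0.52, adjusted p 1.12e-05). Mt-Tp (ENSMUSG00000064372, chromosome M, 15356 to 15422) went from 58.8 ± 37.4 to 3.17 ± 1.49 CPM, a change of -4.26 (SE 0.42, adjusted p 1.61e-06). With trends on GC content and gene length removed, their changes shrank to -2.42, -2.07 and -2.27 and still passed. Mt-Ti shares bases with mt-Nd1 and mt-Tq. Hes2 (ENSMUSG00000028940, chromosome 4, 152158867 to 152162469) went from 16.3 ± 3.79 to 0.82 ± 0.37 CPM, a change of -4.20 (SE 0.38, adjusted p 7.71e-07). Pon1 (ENSMUSG00000002588, chromosome 6, 5168090 to 5193946) went from 38.8 ± 9.83 to 3.17 ± 1.71 CPM, a change of -3.68 (SE 0.28, adjusted p 1.44e-07). Every bleomycin library lay below every naive library for these 5 genes, as the naming rule required.

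By lowest p, the named genes were Clu and Mki67 among the rises and Pon1 and Snhg11 among the falls. Clu (ENSMUSG00000022037, chromosome 14, 65968483 to 65981547) rose from 103 ± 4.32 (n = 4) to 466 ± 61.4 CPM (n = 5), a log2 fold change of 2.18 (SE 0.12, adjusted p 6.92e-09). The proliferation gene Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) went from 15.05 ± 7.73 to 238 ± 55.8 CPM, a change of 3.94 (SE 0.27, adjusted p 7.15e-08). Snhg11 (ENSMUSG00000044349, chromosome 2, 158375638 to 158386145) went from 178 ± 27.0 to 44.0 ± 9.18 CPM, a change of -2.02 (SE 0.16, adjusted p 1.44e-07).

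Of the panel, Cdkn1a, Krt8, Hspa5, Ager and Psat1 passed the threshold after bleomycin, each higher in all 5 bleomycin libraries than in any naive library. Cdkn1a rose from 16.7 ± 2.64 (n = 4) to 82.0 ± 25.0 CPM (n = 5), a log2 fold change of 2.29 (SE 0.21, adjusted p 9.95e-07). Krt8 went from 156 ± 18.2 to 337 ± 44.3 CPM, a change of 1.11 (adjusted p 7.33e-06). Hspa5 went from 461 ± 48.8 to 758 ± 36.4 CPM, a change of 0.72 (adjusted p 1.99e-04). Ager went from 774 ± 110 to 1167 ± 146 CPM, a change of 0.59 (adjusted p 0.00364), and did not pass with GC and length trends removed (0.40, 0.0592). Psat1 went from 4.47 ± 1.73 to 12.8 ± 5.59 CPM, a change of 1.47 (adjusted p 0.00880). Sftpc went from 38526 ± 2983 to 28463 ± 7416 CPM, a change of -0.44 (adjusted p 0.0870). It passed with DESeq2 (0.0304), limma-voom (0.0178), GC and length trends removed (0.0101), protein-coding genes only (0.0401) and without bleomycin 3 (0.0271).

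Atf4 went from 93.9 ± 11.1 to 80.9 ± 18.9 CPM after bleomycin (edgeR, n = 4 and 5), a change of -0.22 (adjusted p 0.354), and passed with GC and length trends removed (-0.43, 0.0365). Ddit3 went from 10.7 ± 1.72 to 10.5 ± 3.01 CPM, a change of -0.05 (adjusted p 0.927), and its sign turned without naive 1 (0.03), naive 3 (0.01) or bleomycin 5 (0.10). Asns went from 7.41 ± 4.38 to 8.70 ± 1.74 CPM, a change of 0.22 (adjusted p 0.709), and its sign turned without naive 4 (-0.02). Trib3 went from 5.22 ± 1.18 to 4.49 ± 1.82 CPM, a change of -0.19 (adjusted p 0.779). Chac1 did not pass the filter on low counts, at 0.93 ± 0.82 CPM in naive and 1.03 ± 1.30 CPM in bleomycin libraries.

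Of the 9 lists tested with camera after bleomycin, 7 passed the threshold. The 26 proliferation genes were all higher (median 2.73, adjusted p 8.72e-29), 22 called, 24 adjusted over the list alone. Of 22 transitional-cell markers 20 were higher (median 1.23, adjusted p 2.81e-20), with 17 called higher and Nupr1 (-0.82) called lower, against 20 and 1 adjusted over the list alone. Of 18 alveolar type 1 markers 17 were higher (0.59, 1.21e-09), 11 called, 15 adjusted over the list alone. Of 19 p53 targets 14 were higher (0.68, 2.10e-06), 11 called, 11 adjusted over the list alone. All 31 proteasome genes were higher (0.53, 6.43e-09), 19 called, 25 adjusted over the list alone. Of 22 chaperone genes 17 were higher (0.41, 1.93e-06), with 12 called higher and Herpud1 (-0.72) called lower, the same numbers adjusted over the list alone. Of 23 cholesterol synthesis genes 22 were lower (-0.37, 8.76e-06), 9 called, 14 adjusted over the list alone. For all 7 lists every bleomycin library lay on the same side of all naive libraries.

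All 7 calls held under fry. With an estimated correlation the proliferation, transitional and alveolar type 1 calls held, and the chaperone (0.0785), proteasome (0.0829), p53 (0.0637) and cholesterol (0.137) lists did not pass. The 35 integrated stress response genes had a median of 0.19 (adjusted p 0.201), with 8 called higher and 3 lower (Nupr1 at -0.82, Vldlr at -0.79 and Slc6a9 at -1.0), against 9 higher and 4 lower, with Cth (-0.61), adjusted over the list alone. That list passed under fry (0.0434) and without the filter on low counts (0.0131). The 22 alveolar type 2 markers had a median of -0.12 (adjusted p 0.472), with Sftpd (0.58) and Napsa (0.40) called higher and Etv5 (-0.43) and Fabp5 (-0.89) lower, the same 2 and 2 adjusted over the list alone. The chaperone list was lower after ISRIB and higher after bleomycin. These comparisons differ in kit and share no library, and the difference between them was not tested.

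The third comparison asked whether ISRIB in naive cells moved genes along or against the change after bleomycin. Across 10737 genes tested in both, the Spearman correlation of log2 fold changes was -0.01 and the Pearson correlation -1.20e-04. Genes are not independent replicates, so the value was set against the 35 splits of the poly(A) libraries into 4 and 4, of which 33 gave a correlation as large in size. Leaving out single libraries gave -0.08 to 0.06, with the sign turned without vehicle 1 (0.05), vehicle 4 (0.01), ISRIB 1 (0.03) and ISRIB 3 (0.06). Among genes past the threshold in both comparisons (97, against 52.0 expected if independent), 53 moved in opposite directions and 44 in the same direction.

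The 200 genes most clearly raised by bleomycin, of which 189 were tested after ISRIB, had a median log2 fold change of -0.03 there (camera over 2 lists, adjusted p 0.371, 106 lower and 83 higher). This list passed as lower without vehicle 2 (-0.04, 0.0360), vehicle 3 (-0.07, 0.00158), ISRIB 2 (-0.05, 0.0192) or ISRIB 4 (-0.07, 6.14e-04). Its sign turned without vehicle 1 (0.03), ISRIB 1 (0.02) or ISRIB 3 (0.0075), and with 50 genes (0.06). The 200 lowered genes (166 tested) had a median of -5.81e-04 (adjusted p 0.698, 84 lower and 82 higher), with the test pointing up. The sign of that median turned without vehicle 2 (0.0055), vehicle 3 (0.0062), ISRIB 2 (0.02) or ISRIB 4 (0.02), and with 50 genes (0.0097).

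Bleomycin libraries detected fewer genes than naive libraries, although they held more counts (mean 4949100 against 3685322). The means were 15931 ± 1213 (SD, n = 5) and 18550 ± 1260 (n = 4) genes (exact two-sided permutation test, p 0.0238, Benjamini-Hochberg 0.0476 over 4 such tests). With each library thinned to 3295257 counts the means were 15351 ± 822 and 18215 ± 1147 genes (exact p 0.00794, the smallest that 5 against 4 libraries allow, adjusted 0.0317). In the poly(A) set the thinned numbers were 16936 ± 75.9 after ISRIB and 16801 ± 83.3 after vehicle (n = 4 each, exact p 0.0857, adjusted 0.114).

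Of 11 gene classes summed per library, 5 were lower and 2 higher in bleomycin libraries at an adjusted p under 0.05. Olfactory and vomeronasal receptor genes summed to 10.7 ± 3.96 CPM in bleomycin (n = 5) and 32.2 ± 10.4 CPM in naive libraries (n = 4; exact two-sided permutation p 0.00794, Benjamini-Hochberg 0.0218 over 11 classes). Mitochondrial tRNA genes summed to 14.3 ± 3.87 and 159 ± 97.2 CPM (exact p 0.00794, adjusted 0.0218). Small nucleolar RNA genes summed to 321 ± 48.2 and 1133 ± 519 CPM (exact p 0.00794, adjusted 0.0218). Small nuclear RNA genes summed to 149 ± 52.4 and 343 ± 139 CPM (exact p 0.0238, adjusted 0.0374). Mitochondrial protein-coding genes summed to 8279 ± 1062 and 11207 ± 2298 CPM (exact p 0.0238, adjusted 0.0374). The 2 higher classes were proliferation genes, at 763 ± 141 and 144 ± 24.9 CPM (exact p 0.00794, adjusted 0.0218), and fibroblast markers, at 227 ± 71.9 and 138 ± 19.6 CPM (exact p 0.0238, adjusted 0.0374). The changes of single genes after bleomycin were measured in libraries that differed in these classes.

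**Figure D4:**
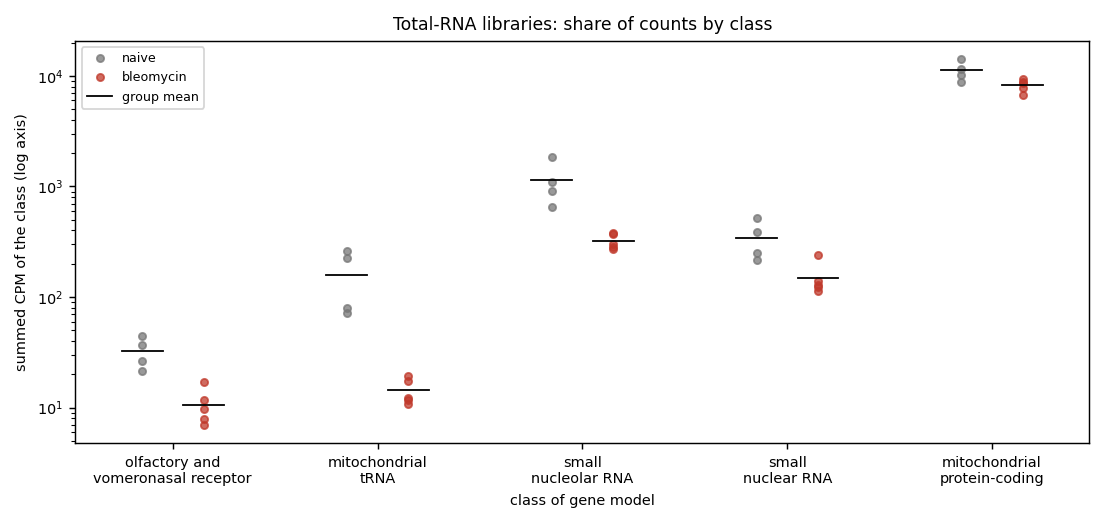
Summed CPM per total-RNA library of receptor genes, mitochondrial tRNA, small nucleolar RNA, small nuclear RNA and mitochondrial protein-coding genes, with group means. Receptor genes summed to 6.94 to 17.0 CPM in the 5 bleomycin libraries and 21.5 to 44.6 CPM in the 4 naive libraries.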

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

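The per-library values behind the report were screened for libraries far from the others of their group. In 164 groups of values there were 11 such gaps, in 7 libraries, where a rate of 1 in 20 gives 8.2 by chance. The groups share libraries and are not independent, and the excess over 8.2 was not tested. The fits that left out single libraries were set beforehand, and the other tests of an explanation below were chosen after the values had been seen. The design gives no biological difference within a group, so no biological explanation was tested.

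Vehicle 3 held 15383943 counts and the other vehicle libraries 10493574 to 11326385. It detected 17591 genes and the others 16833 to 16855. With all poly(A) libraries thinned to the same total, vehicle 3 detected 16898 genes and the others 16714 to 16840, so depth accounts for most of the gap. The effect of this library on the ISRIB comparison was small in the count, which was 211 without it and 265 with it. Naive 2 held 4654479 counts and the other naive libraries 3295257 to 3438133. TMM scaling takes library size into account, and the count after bleomycin was 1718 without naive 2. Why these libraries received more counts was not tested.

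Bleomycin 4 scored 58.9 on the second principal component and the other bleomycin libraries -25.3 to -7.91. It also held the highest Pon1 value, 6.19 CPM against 2.12 to 2.71, still below all naive libraries. This library had the fewest counts of its group (3299824) and the fewest detected genes (13940). Its depth lay within the range of the naive libraries, which scored -1.99 to 3.57 on the same component, so low depth alone does not place a library far out on it. Without bleomycin 4 the count was 2432 and the Pon1 change remained past the threshold in each fit that left out 1 library (-3.98 to -3.49). A difference in cell composition or in the response to injury stays open.

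Ckb reached 35.6 CPM in bleomycin 2 and 1.55 to 10.1 CPM in the other bleomycin libraries. Bleomycin 2 also had the highest levels of fibroblast genes. The 7 tested genes of the fibroblast list had a median log2 fold change of 2.72 over all bleomycin libraries. Summed over its 15 genes the list reached 227 CPM in bleomycin and 138 CPM in naive libraries, a log2 ratio of 0.72. RNA from fibroblasts may contribute to that list, but whether it carries Ckb was not tested. Every bleomycin library had more Ckb than any naive library, as the naming rule required. Chac1 reached 3.34 CPM in bleomycin 1 and 0.30 to 0.63 CPM in the others. The value in bleomycin 1 rests on 13 counts, and Chac1 did not pass the filter on low counts.

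Psat1 reached 7.05 CPM in naive 2 and 3.35 to 3.90 CPM in the other naive libraries. Its change after bleomycin passed the threshold whichever library was left out (adjusted p 0.00482 to 0.0368). Sftpc reached 42987 CPM in naive 1 and 36814 to 37372 CPM in the other naive libraries. Naive 1 had the largest share of ribosomal-RNA-like counts (32.0%) and the lowest TMM factor (0.911), which raises all its CPM values alike. Its share of raw counts for Sftpc was 3.89%, against 3.58% to 3.74% in the other naive libraries, so the TMM factor widens the gap.

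On the alveolar type 1 list naive 1 scored 0.0103 and the other naive libraries -0.0039 to -0.0030, a gap far smaller than the difference between groups. ISRIB 1 scored 0.0277 on the same list and the other ISRIB libraries -0.07 to -0.06. The list's median change after ISRIB kept its sign and stayed short of the threshold without each library in turn (-0.07 to -0.04). A cause was not sought for each gap.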

How the results depend on the processing

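The fits with GC content and gene length trends removed and with protein-coding genes only were chosen after the data had been seen, and the other alternatives were set before the data were examined. A gene or list counted as unchanged if it kept its direction and its side of the threshold, a count if it stayed within 1.5 times its main value, and the correlation if it moved by less than 0.167, its SD over the splits. Of 256 values of the counts, lists and correlation under alternatives that kept all libraries, 234 were unchanged in this sense, among them 1 correlation whose sign turned. Of 203 under fits that left out 1 library, 179 were, among them 4 correlations whose sign turned. For single named genes 445 and 378 were unchanged, and 14 changed in each case. No scaling moved the median of all genes by more than 0.1 on the log2 scale, and the largest shift was -0.07, with GC and length trends removed after bleomycin.

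The ISRIB count of 265 rose most without a filter on low counts, to 648, with 22120 genes tested. More tests alone do not account for this. Atf4 kept a change of 0.27 while its adjusted p by edgeR went from 0.0690 to 0.00458. The cause was not tested. The count was 516 with an adjusted p under 0.1 and 10 at an absolute log2 fold change of at least 1, both by construction. It was 406 with the DESeq2 Wald test, which shared 254 genes with the 265, and the cause was not tested. Leaving out libraries gave 86 to 269, with 86 without vehicle 1, 102 without vehicle 2 and 159 without ISRIB 4. Fewer libraries lower the count in part, but the cause of the differences between libraries was not tested. The other settings gave 253 to 283. The bleomycin count of 2304 was 905 at an absolute log2 fold change of at least 1, by construction, and 2101 to 3094 under the other settings. It was 1554 to 2584 when libraries were left out.

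With replicate numbers as a block, although they do not pair the libraries, 277 genes passed after ISRIB (234 shared) and 2187 after bleomycin (1988 shared). Atf4 then passed after ISRIB (0.27, adjusted p 0.0315), Ddit3 turned to 0.0898 after bleomycin, and the list of genes lowered by bleomycin turned to 0.0022 in the ISRIB comparison.

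An estimated correlation between genes in camera, which widens the test where genes move together, took 7 lists out of the calls at unchanged medians. After ISRIB these were the chaperone (-0.22, adjusted p 0.221), transitional (-0.16, 0.340) and proliferation (-0.25, 0.666) lists. After bleomycin these were the chaperone (0.41, 0.0785), proteasome (0.53, 0.0829), p53 (0.68, 0.0637) and cholesterol (-0.37, 0.137) lists. Under fry the transitional (-0.16, 0.168) and proliferation (-0.25, 0.636) lists no longer passed after ISRIB, and the integrated stress response list passed after bleomycin (0.19, 0.0434). That list also passed without the filter (0.19, 0.0131). With limma-voom the proliferation list did not pass after ISRIB (-0.16, 0.0711). For p53 targets after ISRIB the median turned to 0.0037 without the filter and 0.0056 with limma-voom. Lists of 50 genes turned the bleomycin-raised median to 0.0645 and the bleomycin-lowered median to 0.0097 after ISRIB. The causes were not tested.

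Leaving out single libraries changed these results, and the cause was not tested. The proliferation list after ISRIB ran from -0.50 to 0.11. It turned without vehicle 1 and did not pass without vehicle 4 (-0.13), ISRIB 1 (-0.18) or ISRIB 3 (-0.14). Cholesterol synthesis ran from -0.0953 to 0.0230, passed without vehicle 1 (-0.07) and ISRIB 1 and turned without ISRIB 2. The alveolar type 2 list ran from -0.0285 to 0.0021 and turned without vehicle 2 and ISRIB 2 (0.0018). The p53 list ran from -0.0296 to 0.0024 and turned without vehicle 4. The bleomycin-raised list ran from -0.0676 to 0.0342. It turned without vehicle 1, ISRIB 1 (0.02) and ISRIB 3 (0.0075) and passed as lower without vehicle 2 (-0.04), vehicle 3, ISRIB 2 (-0.05) and ISRIB 4. The bleomycin-lowered list ran from -0.0181 to 0.0207 and turned without vehicle 2 (0.0055), vehicle 3 (0.0062), ISRIB 2 and ISRIB 4. The correlation ran from -0.08 to 0.06, and from -0.02 to 0.0086 under other settings. Trib3 after ISRIB ran from -0.0727 to 0.12 and turned without vehicle 1 (-0.02), vehicle 4 (-0.06) and ISRIB 4. After bleomycin Ddit3 ran from -0.18 to 0.10 and turned without naive 1 (0.03), naive 3 (0.01) and bleomycin 5, and Asns ran from -0.0225 to 0.65 and turned without naive 4. The 7 lists called after bleomycin kept their calls without each library in turn.

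Depth limits the genes with few counts. Cd177 passed the filter in 6 and Ckb in 5 of the 9 fits that left out 1 library, and Chac1 never passed the main filter after bleomycin. Mitochondrial tRNA genes have no value in fits without mitochondrial genes or with protein-coding genes only. Every alternative set beforehand was run.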

Other observations

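Several tests below were chosen only after the result had been seen. These are the tests of dissociation stress, airway cells, fibroblast RNA and other dividing cells, the correction for GC content and gene length, the 6 added lists, the splits for lists, heat shock genes and the correlation, and the use of a median per gene for short transcripts.

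Chance can be excluded for the number of genes that changed after ISRIB, since only the real split, 1 of 35, gave as many, and no other split gave more than 11. For the chaperone list after ISRIB 1 of 35 splits was as large, the smallest share this design allows, so chance is excluded only for that list taken alone and not after a choice among the 9 lists. With an estimated correlation between genes that list did not pass (adjusted p 0.221), and ISRIB 4 lay within the range of the vehicle libraries. Chance cannot be excluded for the transitional list, with 4 of 35 splits as large, for the proliferation list, with 19 of 35, or for the correlation with the bleomycin change, with 33 of 35. After bleomycin chance can be excluded for the number of genes, with 1 of 100 splits as large and at most 817 genes in another split. The same holds for the 7 lists called there (chaperone, proteasome, alveolar type 1, transitional, p53, proliferation and cholesterol synthesis), each with 1 of 100 splits as large. For cholesterol synthesis the margin was small, with medians of -0.373 in the real split and 0.370 in another. Only 100 of 126 splits were run, so chance is less clearly excluded for that list. The shares of splits are not adjusted over the lists.

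The genes changed after ISRIB went both ways, 133 higher and 132 lower. Bias from GC content or gene length is argued against as the whole cause, since 232 of the 265 genes remained past the threshold with those trends removed. The balance of directions depends on this choice, with 112 higher and 156 lower once the trends were removed. Several sources could not be told apart from a response to ISRIB. If libraries of the groups had been collected at different times of day, the PER and BMAL1 arms of the clock would move apart. The PER arm gave a camera p of 0.124 (adjusted 0.149, median -0.09, mean 0.02, test pointing up), and the BMAL1 arm a p of 0.802 (median -0.08, mean -0.0050, test pointing up). With the main settings the arms thus did not move apart, and this prediction was not met. Per2 and Per1 were called higher, and Nfil3 (0.38) of the BMAL1 arm too. The PER arm passed as higher without the filter on low counts (median 0.06, adjusted p 0.0377), with a filter at a mean of 5 CPM (0.06, 0.0306) and without vehicle 3 (0.31, 0.00576), so its call depends on the filter and on that library. The BMAL1 arm passed under no setting. Scores on the PER arm ran from -0.25 to 0.56 in vehicle and from -0.09 to 0.28 in ISRIB libraries. With such spread the test cannot exclude a difference in time of day. Stress from dissociation could move immediate-early genes, which gave a camera p of 0.0416 (adjusted 0.0623, median -0.06). Their members moved both ways, with Jun (0.40) called higher and Socs3 (-0.76), Junb (-0.47) and Egr1 called lower. That list passed as lower without the filter (adjusted p 0.0134), with a filter at a mean of 5 CPM (0.0306), with DESeq2 (0.0472), with replicate numbers as a block (0.0457) and without vehicle 3 (0.0220), vehicle 4 (0.0469) or ISRIB 3 (0.00767). Heat shock genes pointed the other way (camera p 1.58e-10, median 0.24), so these lists did not move together. A different share of airway cells was tested with the airway list, which gave a p of 0.197 (adjusted 0.50, median -0.01, mean 0.04, test pointing down), too few and too variable genes to decide. The sign of that median turned without vehicle 2 (0.05), ISRIB 3 (0.0037) or ISRIB 4 (0.03), and without the filter on low counts (0.15).

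Of the other cell types after ISRIB, macrophage and monocyte markers had a median of -0.02 with 6 genes tested (adjusted p 0.50), fibroblast markers -0.04 with 11 (0.50) and endothelial markers 0.12 with 14 (0.546). The macrophage markers moved both ways, 3 higher and 3 lower, with a mean of -0.26. Chil3 (-1.84) was called lower, and Lyz1 (0.44, adjusted p 0.186) was not called. The mean of these markers was lower in all 4 ISRIB libraries (-0.37 to -0.07) than in any vehicle library (-0.04 to 0.06), so a change in some of them is not excluded. The signs of the macrophage and fibroblast medians turned when single libraries were left out, within -0.08 to 0.04 and -0.14 to 0.06. Only 1 lymphocyte gene passed the filter in either comparison, so that list was not tested with camera. Summed over all its genes it was lower in every ISRIB library (15.8 to 17.8 CPM) than in any vehicle library (18.6 to 21.2 CPM; exact p 0.0286, the smallest that 4 against 4 libraries allow, adjusted 0.314), and it was 6.49 ± 3.09 CPM in bleomycin (n = 5) and 6.18 ± 3.48 CPM in naive libraries (n = 4; adjusted p 0.913).

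Heat shock genes were higher after ISRIB, with a median of 0.24 (camera, adjusted p 9.49e-10, 14 of 19 higher, 8 called). In 3 of 4 ISRIB libraries the list score lay above all vehicle libraries. The list was written after Hspa1a, Hspa1b and Hsph1 had been seen, and 5 of 35 splits gave a median as large, so chance cannot be excluded. Left-out libraries gave 0.19 to 0.31. FGF and ERK feedback genes had a median of -0.07 (adjusted p 8.47e-05), with Dusp6, Etv5, Egr1 and Epha2 called lower and 10 of 15 lower. That list too was written after the data had been seen, so its p is not independent support. It was not compared with other splits or tested with fry or an estimated correlation. A candidate explanation is lower ERK signalling after ISRIB. The lowered Egr1 is also an immediate-early gene, whose list gave a p of 0.0416, so this stays a hypothesis. Glucocorticoid-responsive genes had a median of 0.14 (adjusted p 0.0341) and did not pass without vehicle 1 (0.0593), vehicle 2 (0.0809) or ISRIB 1 (0.110).

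The bleomycin libraries detected fewer genes at greater depth. Background reads from genomic DNA or unspliced RNA in the naive libraries could give this, since they would add reads to genes that AT2 cells do not express. Olfactory and vomeronasal receptor genes were 3.02 times as high in naive libraries by mean CPM, in a test that could have come out the other way. This is consistent with such background, but does not exclude a wider set of expressed genes in naive cells, and the group and the libraries' RNA quality cannot be separated by this design. Of 621 tested models that were not protein-coding in the lookup annotation, or not in it, 545 were lower after bleomycin. Of these 621, 168 were called lower and 5 higher (Gm23935, Cct6a, Gm42743, Brip1os and ENSMUSG00000052429, named after their values were seen), while 1254 protein-coding genes were called higher and 877 lower. Part of the genes called lower after bleomycin may therefore reflect background.

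All 8 tested mitochondrial tRNA genes were lower after bleomycin, with a median log2 fold change of -4.09. That median stayed between -4.34 and -3.60 without single libraries and between -4.32 and -2.01 under other settings, the smallest with GC and length trends removed. As the whole cause, a loss of short transcripts is argued against by the other gene models under 200 bases, whose median was -1.62 (86 of 95 lower). With GC and length trends removed that median was -0.22. Background in naive libraries was gauged by the receptor genes, at -1.60. Those are nuclear genes, so they cannot decide on background from mitochondrial DNA or unprocessed mitochondrial RNA. Mitochondrial protein-coding genes were lower too, but by less, at -0.58 (7 of 7 lower, 6 called). This argues against fewer mitochondrial transcripts in general as the whole cause. Each of these causes may contribute a part. Whether tRNA processing or decay changes in injured cells was not tested, and is 1 hypothesis that stays open.

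Collagen and other matrix genes were higher after bleomycin. RNA from fibroblasts may contribute, but the fibroblast list cannot decide it, because its markers include collagen genes themselves. All 7 tested fibroblast markers were higher, with a median of 2.72 (camera, adjusted p 2.02e-04, 6 called) and 2.02 to 2.91 without single libraries. Summed over all 15 markers the log2 ratio of mean CPM was 0.72. The levels were highest in bleomycin 2, where Col3a1 reached 30.6 CPM against 1.19 to 4.36 CPM in naive libraries. Of the 15 markers 11 passed the filter in the poly(A) libraries, so sorts from uninjured mice hold them too. Inmt and Pdgfra, also fibroblast markers, did not pass the filter, at 0 to 0.771 and 0.158 to 2.25 CPM in bleomycin libraries. In naive libraries they lay at 0.582 to 1.52 and 0.303 to 1.29 CPM, so neither was clearly higher after bleomycin. Expression of matrix genes by AT2 cells themselves was not excluded. Endothelial (median 0.96, adjusted p 0.0438) and airway markers (0.46, 0.0438) were higher as well. Both calls were lost without naive 4 (0.0982 and 0.168), bleomycin 2 (0.0510 and 0.273) and bleomycin 5 (0.0762 and 0.0717). The endothelial call was also lost with replicate numbers as a block (0.125). The airway call was also lost with a filter at a mean of 5 CPM (0.0857) and with protein-coding genes only (0.0849). The airway marker Sec14l3 also stands in the alveolar type 1 list. Macrophage and monocyte markers gave 0.36 with 5 genes tested (adjusted p 0.664).

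The rise of proliferation genes after bleomycin may come from AT2 cells or from other dividing cells in the sort. Dividing fibroblasts, endothelial cells and lymphocytes would bring their own abundant transcripts. Whether they are the whole source cannot be decided, because the ratio of marker to proliferation transcripts in such cells was not measured. Their 3 lists together summed to 218 to 462 CPM in the bleomycin libraries and 146 to 214 CPM in the naive ones, against 587 to 980 and 123 to 169 CPM for the proliferation list. Dividing macrophages are argued against as the whole source by C1qa, C1qb, C1qc, Ctss, Tyrobp and Fcer1g, which together reached at most 2.54 CPM in a bleomycin library. A part of the rise from any of these cells is not excluded. Airway or other epithelial cells that divide cannot be told apart from dividing AT2 cells, because the airway markers are abundant in naive libraries already (log2 ratio of summed CPM 0.23, exact p 0.476, adjusted 0.524).

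Removing GC and length trends kept 1864 of the 2304 genes past the threshold after bleomycin, and removing the 10 most abundant and the mitochondrial genes kept 2262. Neither bias is therefore the whole cause of that count. With GC and length trends removed the share of called genes that were higher went from 54.6% to 45.4%, so the balance of directions depends on this choice.

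Clock genes spread widely within groups, with Nr1d1 at 15.7 to 75.5 CPM among vehicle libraries and 3.56 to 51.4 CPM among bleomycin libraries. If libraries came from different times of day, the PER and BMAL1 arms would move in opposite directions within groups. Deviations from the group means correlated at r -0.487 over the 8 poly(A) libraries (exact permutation within groups, p 0.205, rho -0.310, p 0.469) and at r -0.888 over the 9 total-RNA libraries (exact permutation p 0.0469, rho -0.633, p 0.0840). Over these 2 relations the adjusted p of r were 0.205 and 0.0938. Without the 2 libraries farthest from the median r was -0.274 and -0.207, the latter without bleomycin 2 and bleomycin 3, so the relation in the total-RNA set rests on those. Collection at different times of day may explain the spread, and the tests do not decide it.

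The other lists after bleomycin gave a median of 0.44 for heat shock genes (adjusted p 5.73e-04, 17 of 19 higher) and -0.37 for immediate-early genes (0.0644). The immediate-early list passed as lower with a filter at a mean of 5 CPM (0.0310), with GC and length trends removed (0.00674), with protein-coding genes only (0.0351) and without naive 1 (0.0303), naive 2 (0.0420) or bleomycin 1 (0.0283). The BMAL1 arm gave -0.18 (0.263), glucocorticoid-responsive genes 0.03 (0.886) and FGF and ERK feedback genes 0.11 (0.972). For the PER arm (adjusted p 0.886) the median was -0.16 while the mean was 0.27 and the test pointed up. Per2 was higher after bleomycin too, at 1.44 (adjusted p 4.52e-05), a gene singled out here after its value was seen.

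ISRIB 1 and ISRIB 3, and ISRIB 2 and ISRIB 4, lay closer to each other than to the remaining ISRIB libraries. The vehicle pairs with the same numbers differed by 6.00 and 4.33 per degree of freedom, within the 3.81 to 6.11 of all vehicle pairs, so no matching division of the vehicle libraries was seen. The labels give no batch, and no value within batches was computed.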
